A study of Glycine max with 4 samples. Its data were reported in "Genome-wide profiling of soybean WRINKLED1 transcription factor binding sites provides insight into seed storage lipid biosynthesis" (2024).

How the data were processed

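Embryos at the em stage were cross-linked with 1% formaldehyde, and sonicated chromatin (fragments of 100 to 500 bp) was immunoprecipitated with 3 µg of an antibody raised against a GmWRI1 peptide. Input chromatin was set aside before immunoprecipitation. Per the study's methods, the antibody recognises both GmWRI1 proteins. The samples were grouped by their labels into ChIP (2 samples) and input (2 samples), with replicate numbers taken from the labels. The labels call the replicates biological. Only the 2 peak lists of the ChIP samples were analysed here, and the inputs entered through the authors' peak calling.

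According to the submitters' processing notes, reads were aligned with Bowtie 0.12.7 and peaks were called with MACS2, whose version is not given in the sources used here. The study's methods name MACS3 for its own analysis, so the deposited lists need not be the peaks on which the study counted genes. The names of the peaks carry a q threshold of 0.01. Mapping options, the treatment of duplicate reads and other filters are not given in the sources used here. The genome build was taken as Wm82.a2.v1 from the annotation note given with the study's genes, which does not name the build of the alignment itself, and coordinates are given 1-based on that build. Each deposited peak carries a fold enrichment, which is the authors' ratio of ChIP reads to local background at the summit. The values fit a pseudocount of 1 added to both the reads and the background. The deposited lists also hold the authors' −log10 p and −log10 q of each summit. The deposited score is a display value of 10 times −log10 q and was not used. All deposited −log10 q values were above the threshold, with a minimum of 2.09 in replicate 1 and 2.11 in replicate 2.

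Because fold enrichment and −log10 p are both functions of the reads at the summit and the local background, the whole number of summit reads and the background were solved for each peak. A solution within 0.001 on the −log10 p scale was found for 100% of the peaks in both lists. On 20000 simulated peaks, the same step returned the right number of reads in 100%. Total reads per library were not used here, so depth is given only as reads at summits and as the lowest background.

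A region counted as reproducible when a merged interval held a peak of each replicate, with an overlap of at least 1 bp. Overlap by chance was estimated from 1000 random placements of the replicate 2 peaks on the same chromosomes. With independent simulated lists, this test gave p of at most 0.05 in 3% of 100 runs. The simulated peaks were placed uniformly, so this rate need not hold for peaks that cluster along chromosomes. The strength of a region was the strongest fold enrichment of each replicate, averaged over the replicates. IDR was computed with an own implementation of the copula mixture on −log10 p ranks. It was run only on the reproducible regions, which had passed the q threshold in both lists, whereas the design states that IDR needs relaxed lists. In 15000 simulated items, 1.15% of those selected at 0.01 were irreproducible and 87.5% of the reproducible items were selected. The simulated items had passed no threshold, so these rates need not hold for the regions.

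The annotation of Wm82.a2.v1 was not used here. The analyses by gene therefore used the table of sites in FAT genes given with the study (119 sites, 110 genes), only as a link from position to gene. The study chose these sites on the same samples. Gene lists were made before the data were examined, by sorting the 826 FAT genes of the study into pathway lists by their symbols and Arabidopsis homologs. Each FAT gene was represented by its strongest reproducible site. The design foresaw a comparison with other bound genes, and regions without a FAT site took their place. Mean ranks were compared by two-sided permutation tests with 100000 resamples, for lists of at least 5 genes, and adjusted by the Benjamini-Hochberg method over 8 lists. In 200 simulated runs with lists of 8 regions, the test called 5.5% of unchanged lists and 100% of lists at 3 times the fold enrichment. Names of other loci were looked up in the bound-gene descriptions given with the study, within 51 bp of a peak position, and no overlap or set test was run on those.

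The genes to be named were fixed before the data were examined. They were the 4 genes with assayed binding sites, the maturation regulators and storage protein loci, the 3 strongest genes in each of 7 FAT lists, and the genes at the 15 regions with the highest mean rank of fold enrichment. The loci of GmWRI1 itself, also part of the rule, were not analysed here. The comparison of fatty acid synthesis lists with other FAT lists, the share of FAT sites with peaks and the distribution along chromosomes were added after the data were examined.

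The alternatives tried were a −log10 q of at least 10, the stronger 50% of each list, 50% reciprocal overlap, summits within 100 bp, IDR under 0.01, −log10 q as the measure of strength, a chance model that shifted each peak by 5 to 50 kb, regions with 1 peak of each replicate, and each replicate alone. Planned analyses that need the genome sequence or annotation of this build were not run. These were the share of summits per genomic feature and on either side of transcription start sites, the shares of AW Box, CNC Box and other motifs and their relation to peak strength, the number of bound genes, the share of FAT genes and of product lists that were bound, and chance models confined to genes. All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.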

Results

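Sequencing of immunoprecipitated chromatin (ChIP-Seq) was used to map GmWRI1 occupancy in soybean embryos of the cultivar Williams 82 at the early maturation (em) stage, dissected from seeds 6 to 7 mm long. GmWRI1 is the soybean counterpart of Arabidopsis WRINKLED1, an AP2-type transcription factor that promotes the flow of carbon from sugars into fatty acids in seeds. The samples comprised 2 ChIP and 2 input (total chromatin) libraries, taken as 2 biological replicates. The values below come from the authors' peak lists of the 2 ChIP libraries, each called against input. The list of replicate 1 held 22982 peaks covering 12.4 Mb. The list of replicate 2 held 20027 peaks covering 9.87 Mb. The fold enrichment of each peak was the authors' own value at the summit of that peak. A peak of replicate 1 had a median of 37 reads at its summit, with a range of 20 to 420. A peak of replicate 2 had a median of 26 reads, with a range of 14 to 388. The lowest local background was 7.17 reads in replicate 1 and 3.80 reads in replicate 2, a ratio of 1.89. The total number of reads per library was not used here. P values below come from random placement of peaks or from permutation across regions or genes. They do not measure variation between the 2 biological replicates. No test between ChIP and input samples was made, since values of the inputs were not analysed here.

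The first comparison asked which GmWRI1 binding sites were found in both replicates. Peaks of both replicates met in 15181 regions, which made up 58.1% of the 26116 regions occupied in either list. Strong sites recurred and weak sites often did not. In replicate 1, 99.9% of the peaks in the strongest 20% of the list by −log10 q overlapped a peak of replicate 2, against 33.9% in the weakest 20%. In replicate 2, the corresponding shares were 99.8% and 55.1%. Over the whole list, 68.4% of replicate 1 peaks were shared (95% Wilson interval, 67.8 to 69.0%). In replicate 2, 81.7% were shared (81.1 to 82.2%). These intervals cover counting error only. Peaks placed at random on the same chromosomes met in 494 ± 21.1 regions (mean and SD of 1000 placements), so that the observed number was 30.7 times higher (one-sided empirical permutation p = 0.001, the smallest that 1000 placements can give). It was 16.1 times higher than when each peak was shifted by 5 to 50 kb, which keeps the regional density of peaks. The count of regions depended on the threshold and fell to 8026 when both lists were restricted to a −log10 q of at least 10. It was 5707 at an irreproducible discovery rate (IDR) under 0.01, computed only on regions already shared by both lists.

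**Figure D1:**
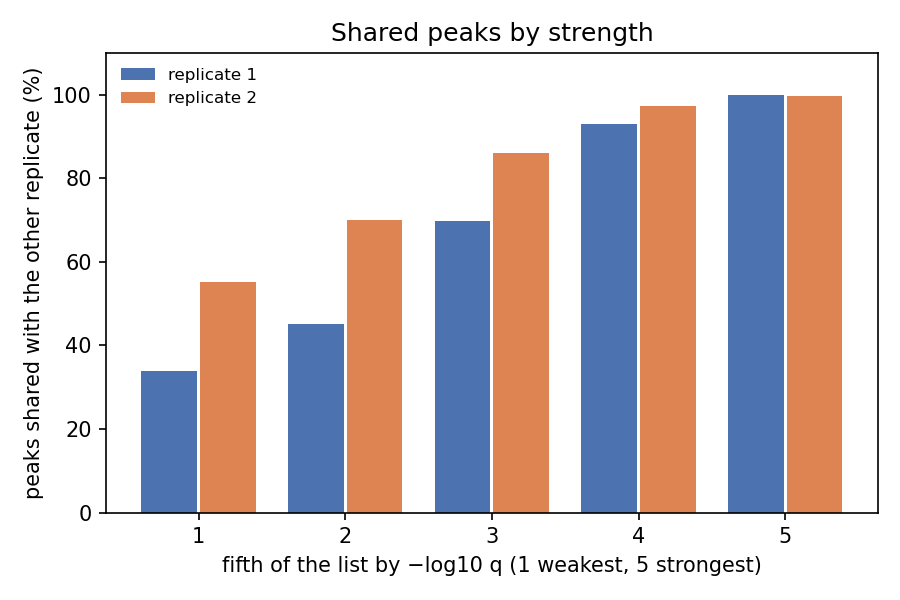
Share of peaks (%) that overlapped a peak of the other replicate, by strength of the peak within its own list (5 equal classes of −log10 q, 1 weakest and 5 strongest). Bars rise from 33.9% to 99.9% in replicate 1 and from 55.1% to 99.8% in replicate 2.

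The strength and position of shared sites were then compared between replicates. Regions strongly enriched in one replicate were also strongly enriched in the other. Across the 15181 regions, which are not independent replicates, Spearman's rho was 0.782 for fold enrichment and 0.840 for −log10 p. Summits of the 2 replicates lay a median of 40 bp apart, and 76.1% of them lay within 100 bp. The fold enrichment of replicate 2 was a median of 1.13 times that of replicate 1, or 0.18 on the log2 scale, with an SD of 0.38 across regions. Of the 44 genes in the fatty acid synthesis lists described below, 37 had a peak among the strongest 5% of peaks in both replicates. The peak at *PDH-E1 alpha* (Glyma.07G049600), for example, reached 40.6-fold enrichment in replicate 1 and 69.1-fold in replicate 2.

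**Figure D2:**
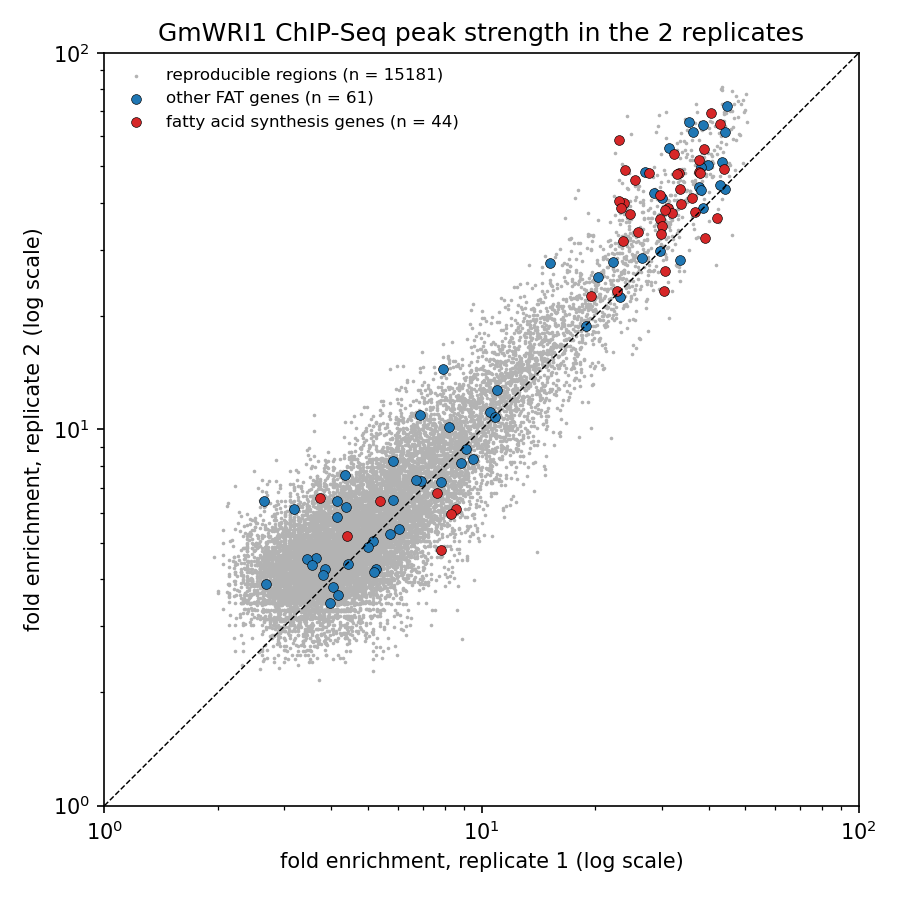
Fold enrichment of each reproducible region in replicate 1 (horizontal, log scale) and replicate 2 (vertical, log scale), with 15181 regions in grey, 44 genes of the fatty acid synthesis lists in red and 61 other fatty acid and triacylglycerol (FAT) genes in blue. The dashed line marks equal values, and Spearman's rho over the regions was 0.782.

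The second comparison asked how strongly GmWRI1 occupied genes of fatty acid and triacylglycerol (FAT) synthesis. Peaks were given gene names through the positions of 119 GmWRI1 sites of 100 bp in 110 FAT genes, as located by the study. Peaks of both replicates covered 109 of these sites (91.6%) in 105 genes. Peak summits lay a median of 7 bp (replicate 1) and 8 bp (replicate 2) from the centres of the sites, which placed both sets of coordinates on the same genome build, named Wm82.a2.v1 in the notes given with the study's genes. Because the study chose these genes as bound by GmWRI1 on the same samples, the share of sites with a peak is not independent evidence of binding. It also required coexpression with GmWRI1, defined on separate expression data as higher mRNA levels in cotyledon parenchyma than in seed coat. The position of a site relative to exons, introns and transcription start sites was not analysed here.

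GmWRI1 peaks at the FAT genes located by the study were stronger than peaks elsewhere. The strongest site of each of the 105 FAT genes had a median fold enrichment of 27.7 (range, 3.28 to 58.5), against 5.01 at 15072 regions away from these sites, a ratio of 5.53. The difference in mean rank gave p = 1e-05 (two-sided permutation test, the smallest p that 100000 resamples can give). This comparison is not independent of the selection of these genes as bound and coexpressed, whereas the other regions were not selected and can include FAT genes outside this set. The other regions were also not reduced to the strongest site of each gene. This difference can favour the FAT genes, here and in the tests of single lists. In both replicates, 62 of the 105 genes carried a peak among the strongest 5% of all peaks by fold enrichment. Peaks without a partner were counted among all peaks in this and the other such shares. Groups that make acetyl-CoA and malonyl-CoA in the plastid and groups that build the acyl chain were among the strongest. The 5 lists of fatty acid synthesis were plastid pyruvate dehydrogenase, heteromeric acetyl-CoA carboxylase (ACCase), acyl carrier protein, fatty acid synthase enzymes, and desaturation and release. Their 44 genes had a median of 34.9, against 8.99 for the 61 genes of the other FAT lists (ratio 3.88, permutation p = 0.00036). This last comparison, which leaves plastid glycolysis among the other lists, was chosen after the data were examined. It no longer passed 0.05 with a −log10 q of at least 10 (ratio 1.58, permutation p = 0.054) or at IDR under 0.01 (ratio 1.36, permutation p = 0.17). The permutation tests of FAT genes and lists counted each gene as 1 unit. Copies of one enzyme were on average closer in strength than genes shuffled within their list, as given below, so these p values overstate the evidence.

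**Figure D3:**
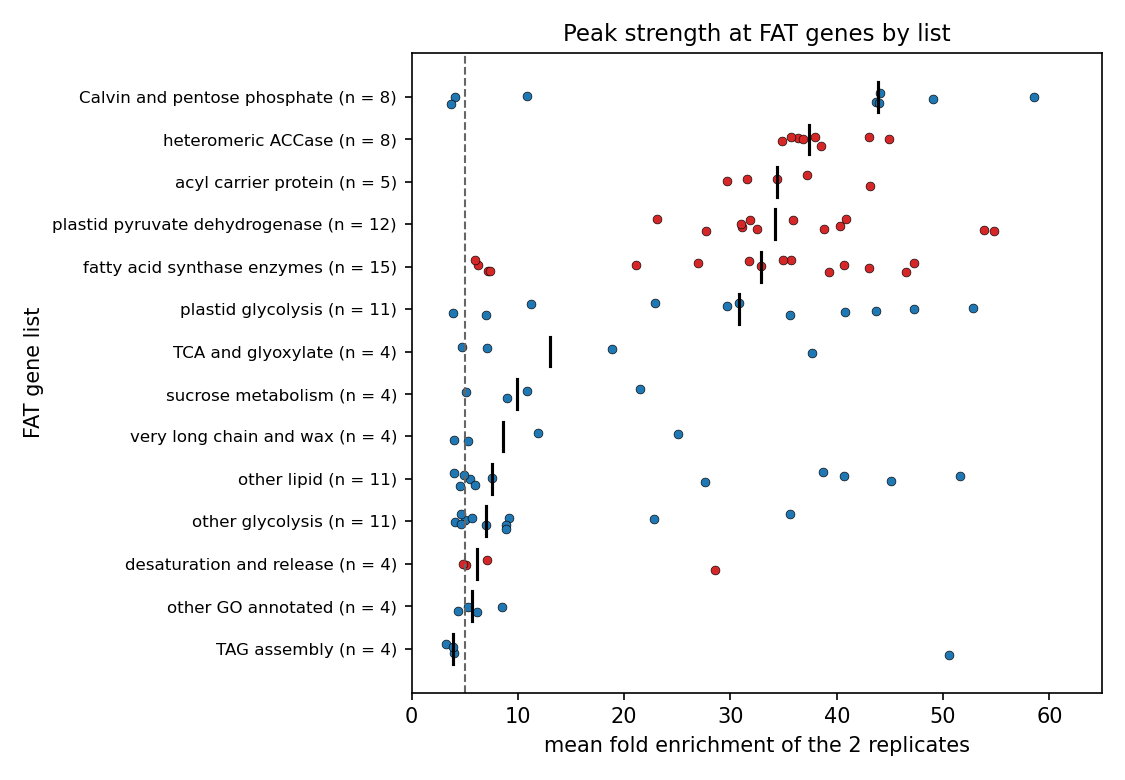
Mean fold enrichment of the 2 replicates at the strongest site of each FAT gene, by gene list, with red points for fatty acid synthesis lists, blue points for other lists, black bars for list medians and a dashed line at 5.01, the median of regions away from FAT sites. The plotted genes of the pyruvate dehydrogenase, heteromeric acetyl-CoA carboxylase (ACCase) and acyl carrier protein lists lay above 20, whereas 3 of the 4 genes for triacylglycerol assembly lay below 4.

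The plastid pyruvate dehydrogenase complex, which converts pyruvate to acetyl-CoA, had strong peaks at each of its genes in this set. All 12 genes had a peak among the strongest 5% of peaks in both replicates. Their median fold enrichment was 34.2 (range, 23.1 to 54.8), with an adjusted p of 1.6e-05 (permutation test, Benjamini-Hochberg over 8 lists). The highest value belonged to the E1 alpha subunit gene *PDH-E1 alpha* (Glyma.07G049600), at 54.8 ± 20.2 (mean ± SD, n = 2), with peaks on chromosome 7 at 4214713 to 4215628 in replicate 1 and 4214855 to 4215637 in replicate 2. *LPD1* (Glyma.17G032300), which encodes the E3 subunit, reached 53.9 ± 15.6 on chromosome 17 at 2372437 to 2373321 in replicate 1. A second *PDH-E1 alpha* copy (Glyma.16G018300) reached 40.9 ± 25.1, from 23.1 in replicate 1 and 58.6 in replicate 2. In replicate 1 its summit held 379 reads over a background of 15.4, against 393 over 8.72 at Glyma.07G049600. Summit reads at the strongest FAT gene, Glyma.08G020500, were 408 and 361, close to the highest of each list. The order of the leading FAT genes therefore rests in part on the local background.

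Heteromeric ACCase, which carboxylates acetyl-CoA to malonyl-CoA in the plastid, also had strong peaks at each of its genes in this set. The 8 genes fell between 34.8 and 44.9 (median, 37.4; permutation adjusted p = 1.6e-05). All 8 had a peak among the strongest 5% of peaks in both replicates. *BCCP2* (Glyma.18G265300), encoding the biotin carboxyl carrier protein, reached 44.9 ± 10.1 on chromosome 18 at 55010347 to 55011319 in replicate 1. The 2 genes for biotin carboxylase, *CAC2* (Glyma.08G027600 and Glyma.05G221100), reached 43.0 ± 7.18 and 38.5 ± 7.08.

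Acyl carrier protein genes, whose products hold the growing acyl chain, and most genes of the fatty acid synthase enzymes in this set were also bound strongly. The 5 *ACP* genes of this set lay between 29.7 and 43.1 (median, 34.4; permutation adjusted p = 1.6e-05). The highest was *ACP4* (Glyma.15G098500) at 43.1 ± 15.1 on chromosome 15 at 7661024 to 7661877 in replicate 1, followed by *ACP3* (Glyma.03G242600) at 37.2 ± 0.697 and another *ACP4* copy (Glyma.20G230100) at 34.4 ± 5.36. The 15 fatty acid synthase genes had a median of 32.9 (permutation adjusted p = 1.6e-05), and 11 of them lay above 20. Hydroxyacyl-ACP dehydratase (*HAD*, Glyma.08G179900) reached 47.3 ± 11.8, and 2 genes for ketoacyl-ACP synthase I (*KASI*, Glyma.08G084300 and Glyma.05G129600) reached 46.5 ± 3.84 and 43.0 ± 7.55. The remaining 4 genes, named here after their values were seen, had much lower values. All 4 still lay above 5.01, the median of regions away from FAT sites. They were a malonyltransferase gene (*MCMT*, Glyma.11G164500) at 7.36, a *HAD* gene (Glyma.08G073900) at 7.18, a *KASI* gene (Glyma.08G024700) at 6.29 and *KASII* (Glyma.17G047000), the only gene of its enzyme in this set, at 5.92.

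Among the genes of this set, occupancy was mostly lower at the steps that follow chain synthesis than at chain synthesis itself. The set leaves out genes bound but not coexpressed. The study names *FATB* and *GPAT* genes as bound by GmWRI1 without being its direct targets, and these were not analysed by name here. The 4 genes of desaturation and release from the plastid had a median of 6.14, and this list was too short to test. Among them, *LACS9* (Glyma.06G112900), encoding a long-chain acyl-CoA synthetase, reached 28.5 ± 3.07. The stearoyl-ACP desaturase gene *FAB2* (Glyma.02G138100) reached 7.12 ± 1.63, and the acyl-ACP thioesterase gene *FatA* (Glyma.08G349200) reached 5.16 ± 2.01. In triacylglycerol assembly, also untested with 4 genes, the median was 3.94. The exception was *ROD1* (Glyma.08G213100), which encodes the phosphatidylcholine:diacylglycerol cholinephosphotransferase that passes diacylglycerol through the membrane lipid pool. Its peak reached 50.5 ± 21.3 on chromosome 8 at 17189226 to 17190280 in replicate 1. *DGAT1* (Glyma.09G065300), which encodes the acyltransferase that completes triacylglycerol, had 3.98 ± 0.760, and the oleate desaturase gene *FAD2* (Glyma.20G111000) had 3.89 ± 0.382.

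Most genes of plastid glycolysis in this set had strong peaks as well. The 11 genes had a median of 30.8 (range, 3.92 to 52.8; permutation adjusted p = 1.6e-05). Of these, 8 had a peak among the strongest 5% of peaks in both replicates. Plastid pyruvate kinase led this list, with *PKP-ALPHA* (Glyma.20G211200) at 52.8 ± 12.3 on chromosome 20 at 44802584 to 44803763 in replicate 1. Another *PKP-ALPHA* copy (Glyma.10G178900) reached 47.3 ± 5.50, and *PKP-BETA1* (Glyma.09G126300) reached 43.7 ± 1.14. The lowest members, named after their values were seen, were *PFK5* (Glyma.08G280700) at 11.2, *ENO1* (Glyma.04G144300) at 7.01 and another *PKP-BETA1* copy (Glyma.20G164500) at 3.92. Of these, *PFK5* and *ENO1* still lay above the median of 5.01 at the other regions, and the *PKP-BETA1* copy lay below it. The 8 genes of the Calvin cycle and pentose phosphate pathway had the highest median of any list, 43.8, but a wide range of 3.71 to 58.5 (permutation adjusted p = 0.0054). The remaining glycolysis genes (11 genes) had a median of 7.04 (adjusted p = 0.049, permutation test), and this call was lost under 5 of the 8 alternative settings tried. The remaining lipid genes (11 genes) had a median of 7.52 against 5.01 at the other regions (adjusted p = 0.0078, permutation test). In the stronger 50% of both lists, 9 genes were left with a median of 27.6, against 6.98 at the other regions (adjusted p = 0.064, permutation test). The median of this list was 33.1 (8 genes) with a −log10 q of at least 10, 17.5 (10 genes) with summits within 100 bp and 38.7 (7 genes) at IDR under 0.01. At IDR under 0.01, the ratios of the 6 other tested lists to the remaining regions were 3.77 to 5.00, against 6.15 to 8.74 without this restriction, and the calls of these 6 lists were kept. Lists with 4 genes were not tested, and their values ran from 4.75 to 37.7 in the tricarboxylic acid and glyoxylate cycles. The medians were 9.90 for sucrose metabolism, 8.58 for very long chain fatty acids and wax, and 5.72 for other genes with a lipid annotation.

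All 4 genes whose binding sites the study assayed for enhancer activity carried strong peaks in both replicates. The study cloned these sites around its own GmWRI1 peaks, so the presence of a peak here was given in advance. The genes were *ACP4* (Glyma.15G098500) and *CAC2* (Glyma.05G221100), described above, *BCCP2* (Glyma.13G057400) at 34.8 ± 3.98 and *ACP3* (Glyma.19G240100) at 29.7 ± 5.24. The *BCCP2* peak lay on chromosome 13 at 15513665 to 15514562 in replicate 1, and the *ACP3* peak lay on chromosome 19 at 48809950 to 48810592.

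Peaks at regulators and products of the maturation program were also read, at loci that the study had listed as bound. *GmLEC1-1* (Glyma.07G268100) and *GmLEC1-2* (Glyma.17G005600), which encode subunits of a CCAAT-binding factor that controls embryo maturation, had peaks of 38.2 ± 4.14 and 40.4 ± 9.49. A second site near *GmLEC1-1* had 14.1-fold enrichment in replicate 1 and 4.72-fold in replicate 2. Among storage protein loci, the glycinin gene *Gy1* (Glyma.03G163500) had sites of 17.4 ± 1.60 and 13.7 ± 0.0342, whereas the *Gy5* locus (Glyma.13G123500) had 5.00 ± 0.404 and a beta-conglycinin locus (Glyma.10G246300) had 5.22 ± 2.28. A locus entered in advance as a further glycinin gene (Glyma.03G163700) carried a peak of 26.4 ± 2.47, but the gene description given with the study is a peptidase, so it is not counted as a storage protein here. The symbols of the *LEC1* and storage protein loci rest on general knowledge. Positions came only from sites that the study had listed as bound, so a peak at a located locus is not independent evidence of binding. Such positions were at hand for 2 of the 4 maturation regulators and 4 of the 6 storage protein loci that were looked up. The remaining loci were not analysed here.

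The 15 strongest regions by mean rank over both replicates lay mostly outside the FAT genes. Their mean fold enrichment ran from 56.9 to 64.1, and 12 of them could be given a gene name. Summit reads in these regions were 391 to 420 in replicate 1 and 321 to 384 in replicate 2, close to the highest of each list, so their order rests in part on the local background. The only one at a FAT site was Glyma.08G020500, a 6-phosphogluconate dehydrogenase gene of the oxidative pentose phosphate pathway, at 58.5 ± 19.6. The highest value, 64.1 ± 19.6, was found on chromosome 7 at 16671134 to 16673316 at Glyma.07G140800, described as an adenine nucleotide alpha hydrolase-like gene. *CYP707A1* (Glyma.01G153300), which encodes an enzyme of abscisic acid breakdown, had 60.9 ± 17.3 on chromosome 1 at 49048835 to 49052824. Kinase genes were Glyma.02G235700 (a WNK-type kinase, 58.2 ± 10.7), Glyma.01G022400 (a protein kinase, 56.9 ± 14.4) and Glyma.13G060300 (described as CDC2C, 60.3 ± 14.7). Glyma.09G180100 and Glyma.07G097900, both of the octicosapeptide/Phox/Bem1p family, had 62.3 ± 18.3 and 61.2 ± 18.7. The other named loci were Glyma.06G298000, Glyma.16G006100, Glyma.09G216700 and Glyma.09G173300. These regions were wide, with a median of 3637 bp (range, 873 to 5804 bp), against 554 bp over all 15181 regions.

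GmWRI1 regions lay mainly toward the ends of the chromosomes. Of 15102 regions on the 20 chromosomes, 69.8% lay in the outer 20% at either end, which together make 40% of the span covered by peaks. The middle 20% held 5.54%. Of the 109 regions with FAT sites, 67.9% lay in the outer parts, and the difference from all regions was not tested. The outer share ran from 36.7% on chromosome 13 to 85.7% on chromosome 4. Chromosome 13 also had the highest density, 24.1 regions per Mb, and chromosome 18 the lowest, 11.2. Gene density along the chromosomes was not analysed here, so these shares were not compared with the distribution of genes.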

Values the study reported

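The study reported 11,203 genes bound by GmWRI1 in em stage embryos. Of these, 2,155 were also coexpressed with GmWRI1 and were designated direct target genes. Its curated list of FAT genes held 826 genes, of which 111 were direct targets. The sites used here covered fewer genes than these direct targets, for a reason that was not examined. Full AW Boxes were present in 35.2% of the binding sites in direct target genes and in 56.3% of those in FAT direct target genes. These counts and shares rest on gene windows and motif scans that were not analysed here.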

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

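Alternatives for the agreement of peak strength, the share of FAT sites, the outer chromosome share and the comparison of fatty acid synthesis lists with other FAT lists were chosen after the results were seen, as were a −log10 q of at least 10, the stronger 50% and the overlap alternatives for peak strength at FAT genes, the shifted chance model, the threshold alternatives for the overlap, and each list alone for the number of regions. No paired analysis was possible because the inputs were used only inside the authors' peak calling and have no values analysed here, although ChIP and input samples share replicate numbers. Of the values that answer a comparison, 91 stayed the same, 13 moved and 8 lost their call, and none reversed. The 58 values of named genes with 1 replicate left are the values of the single replicates and say nothing about stability. Overlap of the replicates stayed 16.1 to 118 times the chance number, and the outer chromosome share stayed at 69.4 to 70.4%. The strength of all FAT genes kept its direction and call in 8 of 8 alternatives, with ratios of 5.90 to 5.99 with 1 replicate and 17.3 with −log10 q as strength. It was lowest at IDR under 0.01, where 81 FAT genes had a median fold enrichment of 34.4 against 8.81 elsewhere.

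With a −log10 q of at least 10, 8026 regions remained, rho was 0.805, 77.3% of FAT sites had peaks in both replicates, and the ratios were 1.24 (adjusted p = 0.4) for the remaining glycolysis genes and 1.58 (p = 0.054) for fatty acid synthesis lists over other FAT lists. In the stronger 50% of both lists, 8453 regions remained, rho was 0.802, the site share was 79.8%, and the ratios were 1.28 (adjusted p = 0.3) for the remaining glycolysis genes and 3.95 (adjusted p = 0.064) for the remaining lipid genes. At IDR under 0.01, 5707 regions remained, rho was 0.829, the site share was 70.6%, and the ratios were 1.03 (adjusted p = 0.34) for the remaining glycolysis genes and 1.36 (p = 0.17) for fatty acid synthesis lists over other FAT lists. Stricter settings leave fewer regions by construction, and they raise the strength of the regions left for comparison. With 50% reciprocal overlap rho was 0.805, and with summits within 100 bp it was 0.814 and the remaining glycolysis genes had a ratio of 1.48 (adjusted p = 0.14). With −log10 q as strength, these genes had a ratio of 1.66 (permutation adjusted p = 0.076). The cause of these last changes was not tested. Each list alone held 20027 to 22982 peaks, and 92.4 to 96.6% of the FAT sites had a peak in one list. Peaks without a partner had medians of 29 summit reads (replicate 1) and 20 (replicate 2), against 45 and 28 at shared peaks, and whether depth limits their recurrence was not tested. Alternatives that need the annotation or sequence of the build were not run.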

Other observations

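Of the tests in this part, those on the ratio between replicates, the test of height for wide regions and the bound of 50 on its fold class were chosen after the results were seen.

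FAT genes outside the lists of fatty acid synthesis also held strong peaks, and several of them belong to the same chemistry. These genes were named after their values were seen. Among the remaining lipid genes, 5 of 11 had a peak among the strongest 5% of peaks in both replicates. Homologs of an Arabidopsis ketoacyl-ACP reductase, which acts in each elongation cycle, were Glyma.11G248000 at 45.1 ± 7.44 (mean fold enrichment ± SD, n = 2) and Glyma.18G009200 at 40.7 ± 3.72. Biotin attachment domain-containing proteins, a family known to restrain ACCase in Arabidopsis, were encoded by Glyma.11G233700 at 51.6 ± 18.2 and Glyma.18G023300 at 38.7 ± 0.0686. A thioesterase superfamily gene (Glyma.01G080400) reached 27.6 ± 1.27.

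In the Calvin and pentose phosphate list, the strong members belonged to the oxidative pentose phosphate pathway, which makes NADPH, or to the aldolase superfamily. Besides the 6-phosphogluconate dehydrogenase gene named above, 2 copies of *G6PD2*, encoding glucose-6-phosphate dehydrogenase, reached 49.0 ± 17.9 (Glyma.18G284600) and 43.7 ± 17.5 (Glyma.02G096800). The aldolase superfamily genes Glyma.17G138600 and Glyma.05G056400 reached 44.1 ± 8.17 and 44.0 ± 0.457. Phosphoribulokinase (*PRK*, Glyma.09G210900), an enzyme of the Calvin cycle, had 10.8 ± 0.399. Strong members of other lists included a malate dehydrogenase gene (*MDH*, Glyma.17G100600) at 37.7 ± 14.9 and a sugar isomerase gene (Glyma.19G017200) at 35.6 ± 7.84. No FAT gene had a mean fold enrichment between 11.9 and 18.9, with 43 genes below and 62 above, whereas 948 of 15072 other regions fell in that interval. The interval was chosen after the values were seen and was not tested. In addition, 787 regions away from FAT sites had a fold enrichment of at least 18.9.

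Copies of one enzyme differed less in peak strength than chance pairs of FAT genes, although some copies differed widely, such as *KASI* at 46.5, 43.0 and 6.29. Over 49 pairs of genes with the same Arabidopsis homolog (62 genes), fold enrichment differed by a mean of 0.70 on the log2 scale, against 1.52 when values were shuffled among all FAT genes and 1.01 when they were shuffled within lists (one-sided permutation p = 0.0086 for the latter). The strength of the pathway list thus accounted for part of the closeness but not for all of it. Reads shared between neighbouring copies did not account for the remainder, since 43 pairs on different chromosomes differed by 0.69, against 1.05 after shuffling (one-sided permutation p = 0.0064). Reads shared between near-identical copies on different chromosomes may still contribute, as may conserved binding sites, and neither was tested.

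At the strongest 1% of regions by mean rank (152 regions), the fold enrichment of replicate 2 was a median of 1.39 times that of replicate 1, against 1.13 elsewhere and 1.08 to 1.19 in random sets. The ratio stayed above the random range (0.38 against at most 0.25 on the log2 scale) when regions were selected by replicate 1 alone, a choice that favours replicate 1, which argues against one constant factor between the libraries. The background of replicate 1 over replicate 2 was 1.88 there, inside the random range of 1.81 to 1.93, and was 1.77 with selection by replicate 1 and 1.95 by replicate 2, which argues against a higher background in replicate 1 as the whole cause. An upper limit on summit reads, as when 1 read is kept per position and strand, is a candidate explanation, since the highest summit reads, 420 and 388, were reached by 5 and 4 peaks and were 2 times 210 and 194, the smallest peak widths in bp. The ratio of summit reads (replicate 1 over replicate 2) was 1.20 at these regions, against 1.54 over all regions, which is tied to fold and background region by region and is no separate evidence, and no biological explanation was tested.

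Strong regions away from FAT genes were wide, and above a mean fold enrichment of 40, 147 such regions had a median width of 1697 bp, against 915 bp at 24 regions with FAT sites (permutation p = 0.0028). The FAT regions were somewhat weaker in this class (median, 44.5 against 46.6), so the class was then bounded at 50, where the widths were 1069 bp (94 regions) and 907.5 bp (18 regions, permutation p = 0.13). In regions with 1 peak per replicate, the widths above 40 still differed (1142 bp against 910.5 bp, permutation p = 0.014). The merging of separately listed peaks thus did not account for the whole pattern. Adjacent sites that the authors' peak calling had joined into 1 peak would pass this restriction, so such joining was not excluded. The wide region at Glyma.09G180100, for example, held 1 peak in replicate 1 and 3 in replicate 2. Between 40 and 50, p was 0.17 in such regions, and whether height alone accounts for the widths stayed open because the bounded class held few FAT regions. No biological explanation was tested.

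Regions were also closer together than their regional density gives. Of 15082 gaps between neighbouring regions, 21.8% were under 5 kb, against a mean of 16.1% and a maximum of 16.9% in 1000 placements within bins of 1 Mb. Among peaks without a partner, the highest fold enrichment was 7.35 in replicate 1 and 7.02 in replicate 2. Peaks without a partner numbered 7266 and 3669.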
